A study of Homo sapiens with 4 samples.

How the data were processed

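Single-cell 3' RNA sequencing was done on THP-1 macrophages, a human monocytic leukemia line turned into macrophage-like cells with a phorbol ester. The 4 libraries fall into a group with no cytokines (NT, 2 libraries) and a group given IL-4, M-CSF, TGF-β and IL-34 together (MIX, 2 libraries). The deposited matrices hold UMI counts per gene and barcode, raw and not normalized, per the file headers and the values. The file headers name Cell Ranger 7.1.0, while the submitters' processing notes name Cell Ranger 2.1.1 and the build hg38; which release made the matrices was not settled here. The barcode lists and gene lists were deposited with each matrix and list 36601 genes. The design text also names an arm with IL-4 alone and an arm with the other cytokines alone; these were not analysed here.

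Barcodes with at least 500 detected genes and at most 20% mitochondrial UMIs were kept, 31624 of 34530. UMIs were summed over the kept cells of each library, since cells are not replicates. The sums were tested with edgeR 4.0.16 (filterByExpr, TMM, robust quasi-likelihood F test, treatment as the only term) and Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Levels are CPM, the counts of a gene scaled to the TMM-adjusted library total, given as mean ± SD over 2 libraries. The labels call the libraries biological replicates and say no more of how cultures were kept apart, so p-values measure the spread between these libraries. Counts of the replicates differed far beyond sampling noise, with a chi-square per degree of freedom of 379 in NT and 441 in MIX.

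The 24 gene lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined. Lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists; camera with an estimated correlation and fry were alternatives. Named genes are the 10 highest and 10 lowest log2 fold changes past the test with a mean of at least 30 CPM and no overlap between the groups' libraries, clone names left out; for each list the 2 members that rose most and the 2 that fell most past the test, plus up to 2 abundant members that did not pass; and a fixed set of microglial and receptor genes. Abundant members that did not pass are named only for the lists also scored per cell. A result that the rule names is not reported here.

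For values per cell, cells were thinned to 5000 UMIs and shallower cells left out, 400 and 568 in NT replicates 1 and 2, and 2565 and 2080 in MIX replicates 1 and 2. The culture holds no cell type known to lack the named genes, so the share that free RNA gives in MIX could not be measured, and NT libraries give only the level in untreated cultures. With 2 libraries against 2, a two-sided exact permutation test cannot go below p = 0.33. States were Leiden clusters (scanpy 1.11.5, resolution 0.5, 2000 variable genes, 30 components, 15 neighbours) built without the 430 called genes, mitochondrial and ribosomal genes, and were named from fixed markers. Scrublet called 4 of 31624 cells doublets, which is too few for the caller to have worked, so doublets were kept. The response within states was tested in edgeR with library, state and their interaction with treatment as terms. It compared proliferating-like cells with all other cells of at least 5000 UMIs, a minimum chosen after seeing the data, since no other named state had 100 cells in every library.

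The tests were tried on simulated counts with 200 changed genes, drawn with the means, library sizes and dispersions of MIX against NT. Of 24147 simulated genes tested, edgeR recovered 32.8% of those changed by a fold of 2, 88.1% of those changed by a fold of 4 and 100% of those changed by a fold of 8, with 7 false calls. DESeq2 1.42.0 recovered 38.8%, 98.5% and 100% at these folds on the same counts, with 37 false calls. The interaction test, on 23370 genes, recovered 11.9%, 68.7% and 90.9% at these folds, with 4 false calls. In the measured counts edgeR called 309 genes higher and 121 lower, and DESeq2 called 1451 and 1168. The simulated counts did not reproduce a gap of this size, so the simulated rates need not hold for the measured counts. Alternatives covered normalization, the test, low count filters, cell filters, depth, a replicate block and each library left out. Gene coordinates are from GENCODE v29 (GRCh38), matched by gene ID.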

Results

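The transcriptomes of single THP-1 macrophages were measured with and without a mixture of cytokines. Cells were differentiated for 72 h in 25 ng/ml phorbol ester. MIX cells then received 20 ng/ml IL-4, 25 ng/ml M-CSF, 50 ng/ml TGF-β and 100 ng/ml IL-34 for 2 days, and NT cells received none. Kept cells numbered 4996 and 8799 in NT replicates 1 and 2, and 7791 and 10038 in MIX replicates 1 and 2. These cells held 227238961 and 244572233 UMIs in NT and 273514372 and 159183345 in MIX. Their median UMI counts per cell were 40262, 23293, 32499 and 13850, in the same order. The series title puts the question of whether the cytokines bring about a signature of disease-associated microglia, the state of brain macrophages described around amyloid plaques.

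MIX cells carried more RNA of several genes known from IL-4-treated macrophages, TGM2 and CD209 among them, and less of CD14 and CYBB. TGM2, a transglutaminase, rose from 10.9 ± 0.416 CPM in NT to 1064 ± 729 CPM in MIX (SD, n = 2; log2 fold change 6.61, SE 0.62, edgeR adjusted p = 0.0219). The log2 fold change of TGM2 was 5.66 without MIX replicate 1, and the gene was not called without NT replicate 1 or without NT replicate 2. CD209, a lectin of IL-4-treated macrophages, rose from 7.95 ± 0.521 to 147.6 ± 32.1 CPM (log2 fold change 4.21, SE 0.24, edgeR adjusted p = 0.0129). CD14, the lipopolysaccharide co-receptor, fell from 238 ± 24.8 to 30.5 ± 5.09 CPM (log2 fold change -2.96, SE 0.22, edgeR adjusted p = 0.0152). CYBB, the catalytic subunit of the phagocyte oxidase, fell from 215.8 ± 43.1 to 27.1 ± 0.177 CPM (log2 fold change -3.00).

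Of 24648 genes tested, 309 were higher and 121 lower in MIX at an adjusted p under 0.05, and all 430 had an absolute log2 fold change of at least 1. Among called genes with a mean of at least 30 CPM and no overlap between the groups, the other genes with the highest increases were SERPINB4 (12.20), SPINT2 (7.22), IGFBP5 (6.14), F13A1 (5.71), ABCA13 (5.04), CCL5 (4.54), SAMD3 (4.38) and IL1RN (3.69), as log2 fold changes. SERPINB4, a serpin, had 5 and 11 UMIs in NT replicates 1 and 2 and 49448 and 19752 in MIX replicates 1 and 2. Its near-identical neighbour SERPINB3 had a log2 fold change of 11.28, and reads shared by the pair were not told apart. Within the same limits, the other genes with the deepest decreases were SLC9A9 (-3.29), KCND2 (-3.24), GUCY1A2 (-3.09), PDE7B (-3.04), ENOX1 (-2.83), CADM1 (-2.79), MEIKIN (-2.57) and MARCKS (-2.03). On GRCh38, SERPINB4 (ENSG00000206073) lies on chromosome 18 from 63637259 to 63644298, TGM2 (ENSG00000198959) on chromosome 20 from 38127387 to 38166578, CD14 (ENSG00000170458) on chromosome 5 from 140631728 to 140633701 and CYBB (ENSG00000165168) on chromosome X from 37780011 to 37813461; all are annotated as protein-coding genes. The number of calls depended on single libraries: 7 genes were higher and 1 lower without NT replicate 1, 35 and 14 without NT replicate 2, 280 and 57 without MIX replicate 1, and 784 and 608 without MIX replicate 2. DESeq2 called 1451 genes higher and 1168 lower. Without MIX replicate 1 the log2 fold change was 4.08 for ABCA13, 3.81 for CCL5 and -3.85 for KCND2, without NT replicate 1 it was 5.06 for SAMD3, and without NT replicate 2 it was 7.88 for SPINT2 and -2.43 for PDE7B.

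**Figure D1:**
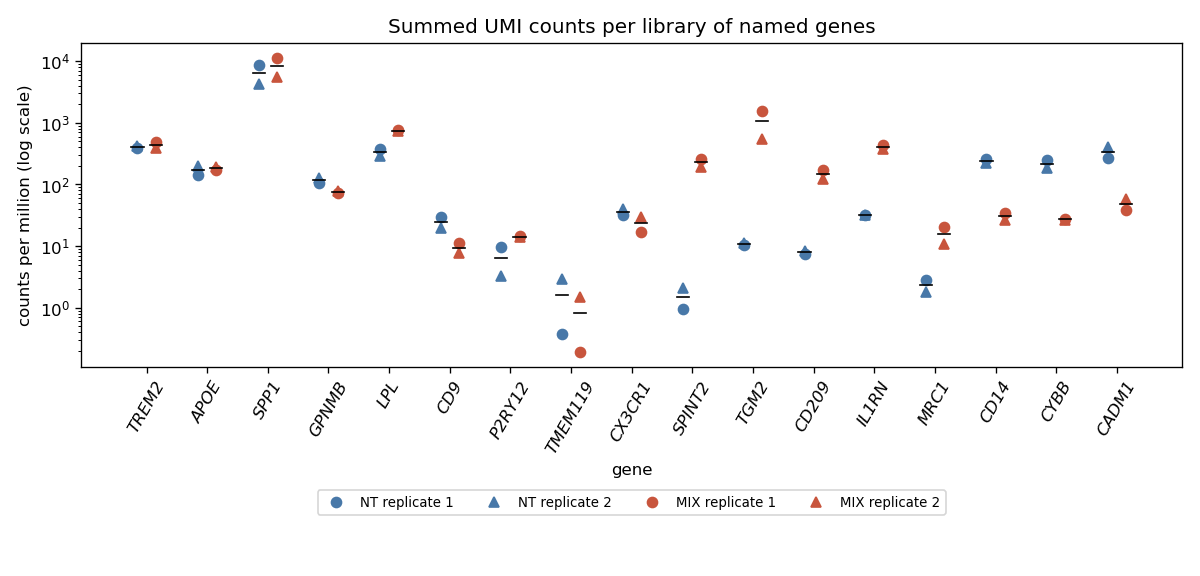
CPM (log axis) of named genes in each library, NT in blue and MIX in red, circles for replicate 1 and triangles for replicate 2, with a bar at the mean of each group. TGM2 and CD209 lie higher in both MIX libraries and CD14 and CYBB lower, while TREM2 and APOE overlap between the groups.

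The disease-associated microglia list as a whole did not move in one direction. Of its 29 measured members, 0 rose and 1 fell past the test; the member that fell was CADM1, an adhesion molecule, from 335 ± 91.8 to 48.6 ± 14.8 CPM (SD, n = 2). TREM2, the lipid-sensing receptor of these microglia, stood at 404.1 ± 23.4 CPM in NT and 436 ± 70.8 CPM in MIX (log2 fold change 0.11, SE 0.21, edgeR adjusted p = 0.846). APOE, a lipid carrier, stood at 171.8 ± 40.5 and 183.4 ± 16.7 CPM (log2 fold change 0.09, SE 0.23). Counting adjusted over the list alone, 2 members were higher and 2 lower. The mean of SPP1, osteopontin, was 6487 ± 3109 CPM in NT and 8483 ± 4114 CPM in MIX. This difference lay within the spread between replicates. SPP1 stood at 8686 and 4289 CPM in NT replicates 1 and 2 and at 11392 and 5574 CPM in MIX replicates 1 and 2. It was higher in MIX within each replicate number, but replicate numbers do not establish pairing. FTH1, a ferritin chain, had a log2 fold change of -0.66 (SE 0.44), with values from -1.38 to -0.18 when 1 library was left out. LPL, a lipase, had a log2 fold change of 1.17 (SE 0.22, edgeR adjusted p = 0.0773), GPNMB one of -0.65 (SE 0.18, edgeR adjusted p = 0.138) and CD9 one of -1.36 (SE 0.31, edgeR adjusted p = 0.103), each with the same sign in all 4 pairs of a MIX and an NT library. DESeq2 did call LPL (adjusted p = 0.000334) and CD9 (adjusted p = 0.00299), and edgeR called GPNMB lower in cells outside the proliferating-like clusters of at least 5000 UMIs (adjusted p = 0.0482). Camera gave an adjusted p of 0.959 for the list. Without MIX replicate 1 the list leaned down (adjusted p = 0.0824) and without MIX replicate 2 it leaned up (adjusted p = 0.0529).

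Among 20 homeostatic microglia genes, 0 rose and 1 fell past the test (camera adjusted p = 0.636, median log2 fold change -0.21; adjusted over the list alone, 4 were higher and 3 lower). The gene that fell was GPR34, a lysophospholipid receptor, from 2.57 ± 0.742 to 0.0445 ± 0.0287 CPM (SD, n = 2; log2 fold change -5.93). The purinergic receptor gene P2RY12 stood at 6.51 ± 4.54 CPM in NT and 14.2 ± 0.291 CPM in MIX, TMEM119 at 1.62 ± 1.77 and 0.835 ± 0.913 CPM, and the chemokine receptor gene CX3CR1 at 35.9 ± 6.29 and 23.5 ± 9.08 CPM; edgeR called none of these 3 genes. The transcription factor gene MEF2C had a log2 fold change of 0.04 and TXNIP one of -0.83 (SE 0.19, edgeR adjusted p = 0.105; DESeq2 adjusted p = 0.00793).

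Of 26 IL-4 response genes measured, 13 rose, 0 fell and 13 did not pass, with 20 higher and 1 lower adjusted over the list alone (camera adjusted p = 1.85e-49; adjusted p = 0.155 with an estimated correlation; fry adjusted p = 0.0419). CCL13, a chemokine, had 2 and 1 UMIs in NT and 952 and 1023 in MIX. FCER1A, an IgE receptor chain, reached 6.37 ± 2.09 CPM in MIX against 0.025 ± 0.0354 in NT (SD, n = 2). MRC1, the mannose receptor, rose from 2.32 ± 0.71 to 15.6 ± 6.62 CPM. PPARG (0.18) and GATM (0.05), as log2 fold changes, did not pass. Matrix genes had 5 risen and 0 fallen members of 24 (adjusted over the list alone, 11 and 1; camera adjusted p = 7.92e-13; adjusted p = 0.638 with an estimated correlation), led by the cross-linking enzyme LOX (log2 fold change 5.69) and the protease MMP12 (4.96). In the TGF-β response list 3 rose and 1 fell of 21 (adjusted over the list alone, 9 and 3; camera adjusted p = 0.00297; adjusted p = 0.638 with an estimated correlation). PMEPA1, a feedback inhibitor, rose by a log2 fold change of 2.55, and SMAD3, a signal transducer of the pathway, fell, with a log2 fold change of -1.65.

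In the NF-kB list 2 of 23 rose, CCL5 (log2 fold change 4.54) and CCL2 (3.61), both chemokines, and 0 fell (adjusted over the list alone, 4 and 3; camera adjusted p = 0.00416; adjusted p = 0.724 with an estimated correlation). This list did not pass without NT replicate 2 (camera adjusted p = 0.13) or without MIX replicate 1 (0.328). IL1B had a log2 fold change of 2.94 (SE 1.26, edgeR adjusted p = 0.284), which was 0.80 without MIX replicate 1 and 4.97 without NT replicate 1. Its level was 129 and 18.1 CPM in NT replicates 1 and 2 and 1003 and 128 CPM in MIX replicates 1 and 2. IL1B was higher in MIX within each replicate number, though replicate numbers do not establish pairing. SOD2 had a log2 fold change of -0.02. Complement and Fc receptor genes had 1 risen and 5 fallen members of 17 (adjusted over the list alone, 4 and 7; camera adjusted p = 0.00558; adjusted p = 0.722 with an estimated correlation). C1QA (-6.00) and C1QC (-4.22), chains of the complement component that binds antibody, fell, and the integrin gene ITGAM rose (1.55). Without MIX replicate 2 the complement list did not pass (camera adjusted p = 0.245), and among genes of at least 30 CPM its direction turned (0.956).

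The cell cycle list lay lower in MIX as a whole, with a median log2 fold change of -1.36 over 26 genes and all 26 lower in both MIX libraries than in both NT libraries. No single member passed over all genes tested (0 risen, 0 fallen), and 24 were lower adjusted over the list alone (camera adjusted p = 9.2e-20; adjusted p = 0.722 with an estimated correlation of 0.836). In cells outside the proliferating-like clusters the list did not pass (camera adjusted p = 0.102). Interferon response genes had a median log2 fold change of -0.95 (0 of 26 past the test, 0 adjusted over the list alone; camera adjusted p = 0.000542; adjusted p = 0.724 with an estimated correlation). Genes of undifferentiated myeloid cells had 0 risen and 1 fallen of 15, the transcription factor gene MYB (log2 fold change -2.65; adjusted over the list alone, 1 and 5; camera adjusted p = 0.000649; adjusted p = 0.722 with an estimated correlation). Immediate early and heat shock genes had 1 risen of 20, EGR2 (2.90; adjusted over the list alone, 4; camera adjusted p = 0.00467; adjusted p = 0.722 with an estimated correlation). Oxidative phosphorylation genes had a median of 0.30 with 0 of 22 past the test (0 adjusted over the list alone; camera adjusted p = 0.0182; adjusted p = 0.724 with an estimated correlation). Receptors and signalling genes of the added cytokines had a median of -0.30 with 0 of 15 past the test (adjusted over the list alone, 2 lower; camera adjusted p = 0.0247; adjusted p = 0.722 with an estimated correlation). Among them TGFBR2 had a log2 fold change of -1.04 (edgeR adjusted p = 0.0604; DESeq2 adjusted p = 0.000533; edgeR adjusted p = 0.0326 in cells outside the proliferating-like clusters of at least 5000 UMIs), TGFBR1 -0.19, IL4R -0.09 and CSF1R -0.02. Several of these lists did not pass camera with 1 library left out. The adjusted p was 0.13 without NT replicate 2 for interferon response and for oxidative phosphorylation, 0.123 for immediate early genes and 0.525 for oxidative phosphorylation without MIX replicate 1, and for the receptors 0.0631 without NT replicate 1 and 0.355 without MIX replicate 2.

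The remaining lists did not pass camera. Their adjusted p was 0.125 for glycolysis (1 of 17 rose, PFKP, 1.91 as log2 fold change), 0.151 for macrophage and microglia transcription factors (1 of 18 rose, BHLHE40, 2.20), 0.231 for scavenger receptors (1 of 21 rose, OLR1, 1.86, and 1 fell, COLEC12, -4.99) and 0.355 for Alzheimer's disease risk genes (1 of 29 rose, SCIMP, 2.87, and 1 fell, ABI3, -2.56). It was 0.201 for cholesterol synthesis (0 of 23), 0.567 for fatty acid synthesis (0 of 11), 0.65 for lipid uptake, storage and efflux (0 of 20), 0.938 for lysosome genes (0 of 34), 0.3 for MHC class II presentation (0 of 13), 0.504 for the unfolded protein and integrated stress response (0 of 16) and 0.335 for markers of other cell types (0 of 15). Cholesterol synthesis was represented by SQLE (log2 fold change -0.20) and FDPS (0.05). Adjusted over the list alone, 1 higher and 0 lower stood in glycolysis and in lysosome genes, 2 and 0 in the transcription factors, in lipid uptake and in other cell types, 2 and 2 in scavenger receptors, 3 and 6 in risk genes, 0 and 1 in fatty acid synthesis and in the unfolded protein response, and 0 and 0 in cholesterol synthesis and MHC class II. With 1 library left out some of these lists did pass. Without MIX replicate 2 the adjusted p was 0.0127 for cholesterol synthesis, 0.0291 for glycolysis and 0.0351 for transcription factors; it was 0.0391 for glycolysis without NT replicate 1 and 0.0451 for scavenger receptors without MIX replicate 1. In cells outside the proliferating-like clusters glycolysis (0.00214) and cholesterol synthesis (0.036) passed.

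In most MIX cells more IL-4 response UMIs were counted than in nearly all NT cells, and the shares for the disease-associated list overlapped between the groups. With cells thinned to 5000 UMIs, 79.3% and 71.0% of cells in MIX replicates 1 and 2 lay above the NT 95th percentile of IL-4 response UMIs, against 4.53% and 1.87% in NT replicates 1 and 2. This share adds the UMIs of all list members, so it does not give how many members were counted in a cell. In MIX replicates 1 and 2 the member CCL13 was seen in 1.01% and 1.83% of cells and FCER1A in 1.95% and 4.31%. PPARG, a member that did not pass, was seen in 44.0% and 39.6%. UMIs from free RNA were not measured in these libraries, so a cell with a UMI was not read as a cell expressing the gene. For the disease-associated microglia list the shares were 8.86% and 2.04% in MIX and 7.31% and 3.71% in NT. For homeostatic genes they were 3.12% and 4.69% against 2.31% and 6.32%, and for cholesterol synthesis 6.68% and 3.43% against 5.94% and 3.84%. For NF-kB genes they were 76.2% and 53.3% against 7.83% and 2.05%. CCL5 alone averaged 3545 ± 1993 CPM in MIX (SD, n = 2). It gave 21.9 of the mean of 30.4 NF-kB list UMIs per cell in MIX replicate 1 and 10.5 of 13.6 in MIX replicate 2. In NT replicates 1 and 2 it gave 0.801 of 3.73 and 0.599 of 2.40. The median per cell of the IL-4 list was 1 UMI in both NT libraries and 10 and 8 in MIX (two-sided exact permutation p = 0.33, the smallest possible). The disease-associated list had medians of 119 and 95 UMIs in NT and 121 and 80 in MIX (exact permutation p = 1), so the mean of medians differed by -6.5 UMIs while the median log2 fold change of the list was 0.11. SPP1 and FTH1 gave 42.6 and 26.9 of the mean of 128.5 UMIs per cell in NT replicate 1, 24.9 and 20.3 of 107 in NT replicate 2, 52.4 and 18.0 of 131.8 in MIX replicate 1, and 31.2 and 8.54 of 90.2 in MIX replicate 2. The difference of medians was 5.5 without NT replicate 1 and 14 without MIX replicate 2. CD209 was seen in 40.1% and 33.7% of MIX cells against 3.44% and 4.26% of NT cells, and TREM2 in 77.9% and 76.4% against 78.8% and 82.3%.

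**Figure D2:**
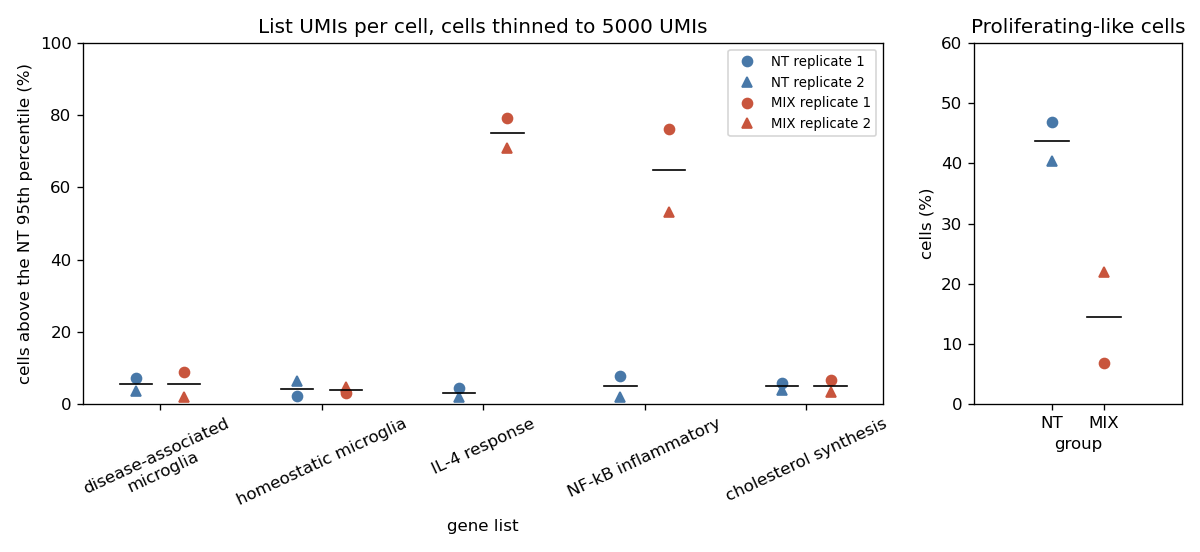
Left, share of cells (%) above the NT 95th percentile of list UMIs after thinning to 5000 UMIs, per library. Right, share of proliferating-like cells (%) per library. NT is blue, MIX red, circles are replicate 1, triangles replicate 2, and bars are group means; both MIX libraries lie above 50% for the IL-4 response and below both NT libraries for proliferating-like cells.

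Proliferating-like cells, named from MKI67, TOP2A and other mitotic genes, were a smaller part of MIX cultures. They made up 46.8% and 40.5% of cells in NT replicates 1 and 2 and 6.89% and 21.9% in MIX replicates 1 and 2, a mean of 43.6% ± 4.49 against 14.4% ± 10.6 (SD, n = 2; two-sided exact permutation p = 0.33, the smallest possible). Cluster 2 held most of these cells in NT and cluster 3 most of them in MIX. MKI67 was seen in 34.1% and 27.3% of NT cells and 7.41% and 20.1% of MIX cells thinned to 5000 UMIs. An inflammatory-like cluster led by IL1B held 37.5% of MIX replicate 1 and 2.33% of MIX replicate 2, and 0.18% and 0.0114% of NT replicates 1 and 2, so it came mostly from 1 library. A stressed-like cluster held 0.901% and 0.216% of NT and 0.873% and 0.0797% of MIX.

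Genes were also called in proliferating-like cells and in the pool of all other cells. This pool is not 1 state, and its clusters differ between the groups: cluster 0 held 41.3% and 43.6% of cells in NT replicates 1 and 2 and 0.141% and 0.538% in MIX replicates 1 and 2, and cluster 8 held 0.14% and 0.386% in NT and 3.53% and 32.5% in MIX. The clusters of proliferating-like cells differ between the groups as well. Cluster 2 held 46.2% and 36.9% of cells in NT replicates 1 and 2 and 0.141% and 0.658% in MIX replicates 1 and 2. Cluster 3 held 0.600% and 3.53% in NT and 6.75% and 21.3% in MIX. Both sets of calls therefore compare different mixtures of clusters. In proliferating-like cells 203 genes were higher and 87 lower in MIX, and in the other cells 483 were higher and 327 lower (edgeR). The response differed in size or in sign for some genes: 698 of 23410 genes passed the test of the state by treatment interaction. CCL2 rose by a log2 fold change of 5.02 in the other cells, with a log2 fold change of 1.96 in proliferating-like cells that did not pass (edgeR adjusted p = 0.0519; interaction adjusted p = 0.0394). Without NT replicate 1 or NT replicate 2 the interaction called 0 genes, and 2406 and 6002 without MIX replicates 1 and 2. Calls in the other cells numbered 11 without NT replicate 1, 40 without NT replicate 2, where the fit gave a numerical warning and the count is uncertain, 455 without MIX replicate 1 and 1408 without MIX replicate 2. Calls in proliferating-like cells numbered 84 without NT replicate 1 and 516 without MIX replicate 2.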

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

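The tests of the share among deep cells and of the calls outside proliferating-like cells were chosen after those results were seen.

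More barcodes were left out by the cell filter in MIX than in NT: 16.6% in MIX replicate 1 and 8.35% in MIX replicate 2, against 4.55% and 2.23% in NT replicates 1 and 2. The barcodes left out had fewer than 500 genes or over 20% mitochondrial UMIs, and are not part of the values in the report. With every deposited barcode kept, 308 genes were higher and 121 lower in MIX. Kept cells differed too, with median mitochondrial shares of 5.05% and 5.14% in MIX replicates 1 and 2 and 3.61% and 4.33% in NT. Cluster 5, with a median of 1132 UMIs, held 33.8% and 13.2% of MIX cells and 7.55% and 5.06% of NT cells. With at least 1000 genes and at most 10% mitochondrial UMIs, 300 genes were higher and 121 lower.

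The response differed between proliferating-like and other cells, in size or in sign, for 698 genes (edgeR interaction). The clusters within both sets of cells differed between the groups, and their part in this difference was not tested. In separate fits SPP1 had a log2 fold change of 0.51 in other cells and -0.34 in proliferating-like cells. CSF1R had 0.097 in other cells and -0.76 in proliferating-like cells. Neither gene was called in either state. Among named genes the interaction coefficient of the joint fit, which need not equal the difference of the separate fits, was (log2, proliferating-like against other cells) -3.20 for CCL2, -2.12 for SAMD3, -0.96 for CSF1R, -0.94 for SPP1, -0.69 for F13A1 and -0.57 for ITGAM, and 1.03 for PMEPA1 and 0.68 for SLC9A9. These calls depended on both NT libraries. Whether the coefficients themselves change with an NT library left out was not tested.

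The lower share of proliferating-like cells in MIX was weighed against depth. With every cell thinned to 5000 UMIs the share of cells with a MKI67 UMI still differed by -16.9 percentage points, more than the spread between replicates, which argues against fewer UMIs per cell as the whole cause. Among cells of at least 5000 UMIs the proliferating-like share differed by -28.2 points, which argues against barcodes with few UMIs in the denominator. An effect of the cytokines on proliferation and a difference between cultures both stay open, and the exact permutation test of the share cannot pass with 2 libraries per group.

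The inflammatory-like cluster came mostly from MIX replicate 1, which also had more UMIs per cell. After thinning, cells with an IL1B UMI were 35.5 percentage points more frequent in MIX replicate 1 than in MIX replicate 2, which argues against depth as the cause. Such cells were also more frequent in NT replicate 1 (19.7%) than in NT replicate 2 (5.44%). Whether libraries of the same number share a cause stays open. The labels give no difference between the replicates, so no biological explanation was tested.

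The genes called between MIX and NT could reflect fewer proliferating-like cells. In cells outside the proliferating-like clusters 391 of the 430 genes, 90.9%, were called in the same direction, which argues against fewer proliferating-like cells as the cause of most calls. Differences in the other clusters stay open.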

How the results depend on the processing

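The settings limited to cells of at least 5000 UMIs, without the 5% of cells with the most UMIs and outside proliferating-like clusters, and the libraries left out for values per cell and within states, were chosen after seeing the data. Unless stated, the cause of a change was not tested. Of the 41 named genes called, 4 remained called without NT replicate 1, 16 without NT replicate 2, 35 without MIX replicate 1 and 41 without MIX replicate 2, and 0 changed sign in any setting run; with 1 library left in a group it is assumed to vary like the other group's. Genes higher and lower in MIX numbered 61 and 22 among genes of at least 30 CPM, where fewer genes were tested, 1451 and 1168 with DESeq2, and 177 and 73 with limma on mean per-cell CPM; outside proliferating-like clusters 298 were lower. Leaving out libraries gave 7 to 784 genes higher and 1 to 608 lower. Replicate numbers do not establish pairing (same-numbered deviations correlated at 0.356 over genes, from 2 pairs); a replicate block gave 685 higher and 350 lower, and 2224 genes in proliferating-like and 3512 in other cells. Leaving out libraries gave 0 to 6002 interaction genes, 11 to 1408 in other cells and 84 to 516 in proliferating-like cells.

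Lists past camera numbered 6 among genes of at least 30 CPM, and 0 with an estimated correlation. With fry, which tests a list against no change and not against the other genes, 1 list passed. The disease-associated list changed direction at 30 CPM (adjusted p = 0.956), with the replicate block (0.817) and outside proliferating-like clusters (0.64); with libraries left out its adjusted p ranged from 0.0529 to 0.994. At 30 CPM MHC class II (0.956), complement and Fc receptors (0.956), lysosome (0.967) and transcription factors (0.967) also changed direction, and interferon response (0.937), undifferentiated myeloid (0.956), immediate early (0.0985) and receptor genes (0.081) no longer passed. Leaving out libraries turned the direction of homeostatic genes (0.457 to 0.982), lysosome (0.22 to 0.74), lipid uptake (0.415 to 0.883), unfolded protein response (0.123 to 0.788) and other cell types (0.313 to 0.922).

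Named genes that changed sign were not called in those settings. With libraries left out, log2 fold changes ranged from -0.22 to 0.99 for SPP1, -0.089 to 0.19 for MEF2C, -0.40 to 0.025 for SQLE, -0.20 to 0.31 for FDPS, -0.26 to 0.81 for PPARG, -0.17 to 0.32 for GATM, -0.19 to 0.13 for SOD2, -0.068 to 0.27 for TREM2, -0.12 to 0.35 for APOE, -3.10 to 1.15 for TMEM119, -0.31 to 0.10 for IL4R and -0.15 to 0.10 for CSF1R. Without a change of sign they ranged from -6.70 to -5.30 for GPR34, -6.85 to -5.41 for C1QA, from -1.38 to -0.18 for FTH1 and 0.54 to 2.11 for P2RY12, and reached -3.60 for C1QC and 3.51 for EGR2. Outside proliferating-like clusters MEF2C had -0.20, APOE -0.28, IL4R 0.042 and CSF1R 0.088; with upper-quartile factors SOD2 had 0.026 and CSF1R 0.023; with limma MEF2C had -0.053 and TREM2 -0.10. The difference of median UMIs per cell ranged with libraries left out from -27 to 14 for the disease-associated list, 7 to 9 for IL-4 response and 7 to 20 for NF-kB genes, and was 0.0283 for cholesterol synthesis in unthinned cells, scaled to 5000 UMIs. With the clustering resolution halved the proliferating-like share differed by -39.8 percentage points, and with it doubled by -21.8. At the halved resolution the share was 0.765% and 7.09% among cells of at least 5000 UMIs in MIX replicates 1 and 2. A MKI67 UMI was seen in 7.41% and 20.1% of these cells after thinning. Many MIX cells with a MKI67 UMI thus lay in other clusters, so the wider gap was not read as a larger effect. All other values of named genes and lists kept direction: 1115 gene values and 280 list values also kept their side of the threshold, 85 and 35 lost it, and 10 and 7 gained it.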

Other observations

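A cluster with no name from the fixed markers was led by GNLY, ST8SIA6, F13A1, ITM2C, EOMES and NKG7, genes chosen here after their values were seen; GNLY, EOMES and NKG7 are known from cytotoxic lymphocytes. It held 8.27% and 8.93% of cells in MIX replicates 1 and 2 and 0.06% and 0.0114% in NT replicates 1 and 2. In it EOMES was seen in 24.0% and 42.6% of MIX cells thinned to 5000 UMIs. In proliferating-like cluster 3 EOMES was seen in 9.75% and 10.0% of cells in MIX replicates 1 and 2. GNLY was seen in 32.4% and 44.2% of MIX cells of the unnamed cluster. It was also seen in 11.3% and 15.3% of cells of cluster 0 in NT replicates 1 and 2. The T cell genes fixed as markers of other cell types did not lead the unnamed cluster. That list did not pass camera (adjusted p = 0.335), but camera compared sums over whole libraries and cannot decide what this cluster is. The size of the cluster is given as a value and was not tested.

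With the clustering resolution doubled, an interferon-responsive-like cluster appeared with 6.2% and 10.2% of NT cells and 0.0642% and 0.369% of MIX cells.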
